A study of Mus musculus with 6 samples. Its data were reported in "LSD1 inhibition induces differentiation and cell death in Merkel cell carcinoma" (2020).

How the data were processed

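Smart-seq2 read counts were taken for 6 libraries of mouse epidermal cells, 3 NCAM-enriched and 3 bulk skin, from 500 sorted DAPI-negative events each. The deposited values are raw read counts per gene for 54532 genes, made by the authors with no normalization. According to their methods, the authors clipped adapters and polyA with bbduk, removed abundant sequences with bbmap, aligned reads to GRCm38 with STAR and counted them with featureCounts. The annotation release and the strand setting are not given in the sources used here. Gene positions, exonic length, GC content and overlaps came from GENCODE release M21, in which 54495 of the gene IDs were found and 37 were not. Smart-seq2 does not mark the strand, so reads of overlapping or antisense genes cannot be told apart, and counts of near-identical copies (Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, the 7S RNA gene Rn7s6, Acta1 and Acta2) are uncertain. Values were checked to be whole numbers in every library, and no library was a copy of another.

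Library totals ran from 1343190 to 4481830 counts, so 1 count was 0.216 to 0.773 normalised CPM. Reads are PCR copies without molecular identifiers, so counting intervals (95%, exact) and floors (3 counts over a group) cover counting error only. Neither the labels nor the methods say that replicates came from separate animals. According to the methods, the cells were sorted as replicates into a multi-well plate. The p-values therefore measure only the spread between these libraries. Where a group had no count, the fold is a bound against the floor. With 1 to 3 counts, the ratio of the counts pooled over each group, scaled by the pooled library sizes, is given with its counting interval.

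Groups were taken from the labels and compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, quasi-likelihood F-test, non-robust) and the Benjamini-Hochberg adjustment over 13157 genes, with a gene called at an adjusted p of at most 0.05. The common biological coefficient of variation was 0.744. CPM are counts scaled by the TMM-adjusted library size. SE is the absolute fitted log2 fold change divided by the square root of the F statistic, so it is derived from the test. Gene lists were tested against all other genes with camera (limma 3.58.1, correlation preset at 0.01) and again with an estimated correlation, under which only the T cell list was called, and with fry, which asks whether a list's genes move one way without comparing them with other genes, and called 10 lists. The lists covered Merkel cell, granule, synapse, channel, adhesion, LSD1-linked, Notch, keratinocyte, hair follicle, sebaceous, melanocyte, immune, fibroblast, glial, muscle, vascular, sensory neuron, red blood cell, cell cycle, stress response and sex-linked genes. Library measures were compared with an exact two-sided permutation test of the means. Replicate numbers shared by the groups were not treated as pairs, since deviations from the group mean correlated at only 0.0226, 0.000250 and -0.00436 between libraries of the same number. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

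The genes named in the text were set by a rule, with exceptions given below: the members of the lists of study-named, sort epitope and Merkel cell genes; the 8 largest rises and 8 largest falls among called genes with a mean of at least 20 CPM in the higher group and no overlap between groups; the 2 members of each other list with the smallest p and 1 more, the most abundant that was not called or went the other way; and the 3 most abundant genes of each group. It gave 97 genes, of which 94 were tested and 35 called. Named outside the rule, and chosen after values had been seen, were Cst6, Col1a1, Ckm, Tnnt3, Myh4 and Myh1, and near-copies or overlapping genes named without values. Counts were simulated with this design, independent genes and the same spread of each gene in both groups. On them the test recovered 4% of genes changed 4-fold and 51% of genes changed 16-fold, with 2 unchanged genes among 57 calls and 0 calls where no gene was changed. The real NCAM-enriched libraries differed more among themselves than the bulk skin libraries, which the simulation did not copy. Alternatives were DESeq2 1.42.0, limma-voom, other normalization factors and count filters, robust dispersion, the replicate number as a block, glmTreat (for the counts of called genes only), leaving out each library, abundant genes or mitochondrial genes, and, chosen after seeing the data, DESeq2 on all genes with at least 1 count and fits with the trend in exonic length or GC content removed.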

Results

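Merkel cells are touch-sensing neuroendocrine cells of the epidermis, and NCAM is the surface protein by which they were sorted here. The data hold 6 Smart-seq2 libraries, a method for full-length cDNA from little RNA, made from the dissociated back-skin epidermis of C57BL/6 mice aged 4 weeks. The NCAM-enriched group has 3 libraries of cells selected for NCAM. The bulk skin group has 3 libraries of DAPI-negative cells with no such selection. Each library was made from 500 sorted events. The NCAM-enriched libraries held 1995112, 1343190 and 3798136 counts and the bulk skin libraries 3333753, 4481830 and 3467718. Genes with at least 5 counts averaged 13023 ± 1287 (SD, n = 3) in the NCAM-enriched group and 15159 ± 652 in bulk skin (exact two-sided permutation p = 0.1, the smallest that 3 against 3 can give). After thinning to 1343190 counts per library these means were 12088 ± 816 and 13043 ± 351 (exact permutation p = 0.2). Mitochondrially encoded genes took 1.06 ± 0.842% of the counts in the NCAM-enriched group and 0.216 ± 0.0671% in bulk skin (exact permutation p = 0.1). Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to a common library size) between libraries was 0.855 to 0.882 within bulk skin and 0.596 to 0.719 within the NCAM-enriched group. Between libraries of different groups r was 0.499 to 0.648, which overlaps the range within the NCAM-enriched group.

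The comparison asked which genes differ between NCAM-selected cells and unselected epidermal cells, a group that can include Merkel cells. Genes of Merkel cell identity were higher in the NCAM-enriched libraries. Atoh1 (chromosome 6, 64729125 to 64731245, plus strand, GRCm38), the transcription factor that specifies Merkel cells, averaged 65.6 ± 29.5 normalised CPM (mean ± SD, n = 3) against 5.11 ± 2.61 in bulk skin. Its log2 fold change was 3.68 ± 0.74 (SE; edgeR quasi-likelihood adjusted p = 0.0403). Sox2, a transcription factor that acts with Atoh1 in this lineage, rose by a log2 fold change of 4.30 ± 0.92 (adjusted p = 0.0485). Insm1, a neuroendocrine transcription factor, had 48.0 ± 21.9 against 3.88 ± 4.72 CPM and was not called by edgeR (adjusted p = 0.0986, from 0.00381 to 0.307 over the alternatives), but was by DESeq2, by limma-voom and with all genes of at least 1 count. Neurod1, a neuronal transcription factor, did not pass the count filter: it had 54 counts in NCAM-enriched library 1, 0 in libraries 2 and 3, and 15 in bulk skin, and 13.0% of its exonic bases are shared with Cerkl or Gm26755. Of these 4 genes, 2 of the 3 tested rose by edgeR and 3 by DESeq2, and 3 when adjusted over the list alone. The set test (camera) gave an adjusted p of 0.000100 for them, and 0.141 with an estimated correlation. The study reported these genes from these same samples, so the count is not independent evidence of their direction. The calls of Atoh1 and Sox2 were lost without any single bulk skin library and without NCAM-enriched library 1, and over the 20 alternatives run on single genes the adjusted p ran from 9.93e-06 to 0.224 for Atoh1 and from 1.91e-06 to 0.224 for Sox2.

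The list of textbook Merkel cell markers was higher as a set, with a median log2 fold change of 3.21 and all 9 tested members above 0 (camera adjusted p = 4.35e-10, 0.192 with an estimated correlation). Over all genes edgeR called 3 members higher, DESeq2 8 and limma-voom 2, and 8 were when adjusted over the list alone in edgeR. The 3 called by edgeR were Pou4f3, a transcription factor of sensory cells (log2 fold change 3.22 ± 0.57 SE, adjusted p = 0.0266), Krt20, a keratin of Merkel cells (3.21 ± 0.51, adjusted p = 0.0196), and Chga, a protein of hormone granules. Chga averaged 163 ± 135 CPM against 1.45 ± 1.25 in bulk skin (adjusted p = 0.0292). Piezo2, the mechanosensitive channel of touch, had 117 ± 81.1 against 11.1 ± 6.61 CPM and an edgeR adjusted p of 0.0608. Krt8 and Krt18, the simple epithelial keratins of Merkel cells, had log2 fold changes of 1.92 (adjusted p = 0.0927) and 2.14 (adjusted p = 0.0771). The summed CPM of the list was 1399, 1595 and 419 in NCAM-enriched libraries 1 to 3 and 175, 156 and 161 in bulk skin. Without NCAM-enriched library 1, 2 or 3 the test called 2, 5 and 8 members, and without any single bulk skin library it called 0, while the set call held in all 6 fits that left out a library.

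Vesicle and neuronal lists were also higher by camera, and fry called none of them (adjusted p of 0.103 for synaptic, 0.226 for hormone granule, 0.150 for channel and 0.253 for adhesion genes). Of 25 tested genes of synaptic vesicle release, 3 rose and 22 did not pass, against 7 higher when adjusted over the list alone (camera adjusted p = 9.08e-07, 0.287 with an estimated correlation). DESeq2 called 9 of them higher and 1 lower. Cplx2, a regulator of vesicle fusion, rose by 3.92 ± 0.62 (log2, SE) and Vamp2, a vesicle fusion protein, by 2.33 ± 0.41, with adjusted p-values of 0.0196 and 0.0270. Cadps, which primes granules for release, averaged 24.8 ± 15.3 CPM and had no count in bulk skin, so it was at least 77.2-fold higher against a floor of 3 counts over the group (adjusted p = 0.0403), or at least 46.1-fold without bulk skin library 2. Of 12 hormone granule and neuropeptide genes, 1 (Chga) rose, and 5 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.000315, 0.400 with an estimated correlation). Of 23 neural adhesion and cytoskeleton genes, 1 (Tubb3, the neuronal beta-tubulin; 366 counts against 5, adjusted p = 0.0253) rose, and 8 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.00322, 0.433 with an estimated correlation). Gap43, which the paper describes as expressed in normal Merkel cells, had 0 counts against 242 in bulk skin (edgeR adjusted p = 0.0521). Tph1, of the hormone granule list, had 0 counts against 184 (edgeR adjusted p = 0.0725). None of 21 ion channel genes passed over all genes by edgeR, and 1 did when adjusted over the list alone (camera adjusted p = 0.00973, 0.350 with an estimated correlation), while DESeq2 called 3 higher and 1 lower. Without NCAM-enriched library 2 the camera adjusted p was 0.0510 for the hormone granule list, 0.0510 for the adhesion list and 0.0786 for the channels, and the channel call was also lost without bulk skin library 1 (0.0678). With the trend in exonic length removed the adjusted p was 0.107 for the adhesion list and 0.107 for the channels, and with the trend in GC content removed 0.0514 for the channels. Cplx2, Vamp2, Cadps, Chga and Tubb3 were not called without any single bulk skin library, and all but Cplx2 were also lost without NCAM-enriched library 1.

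**Figure D1:**
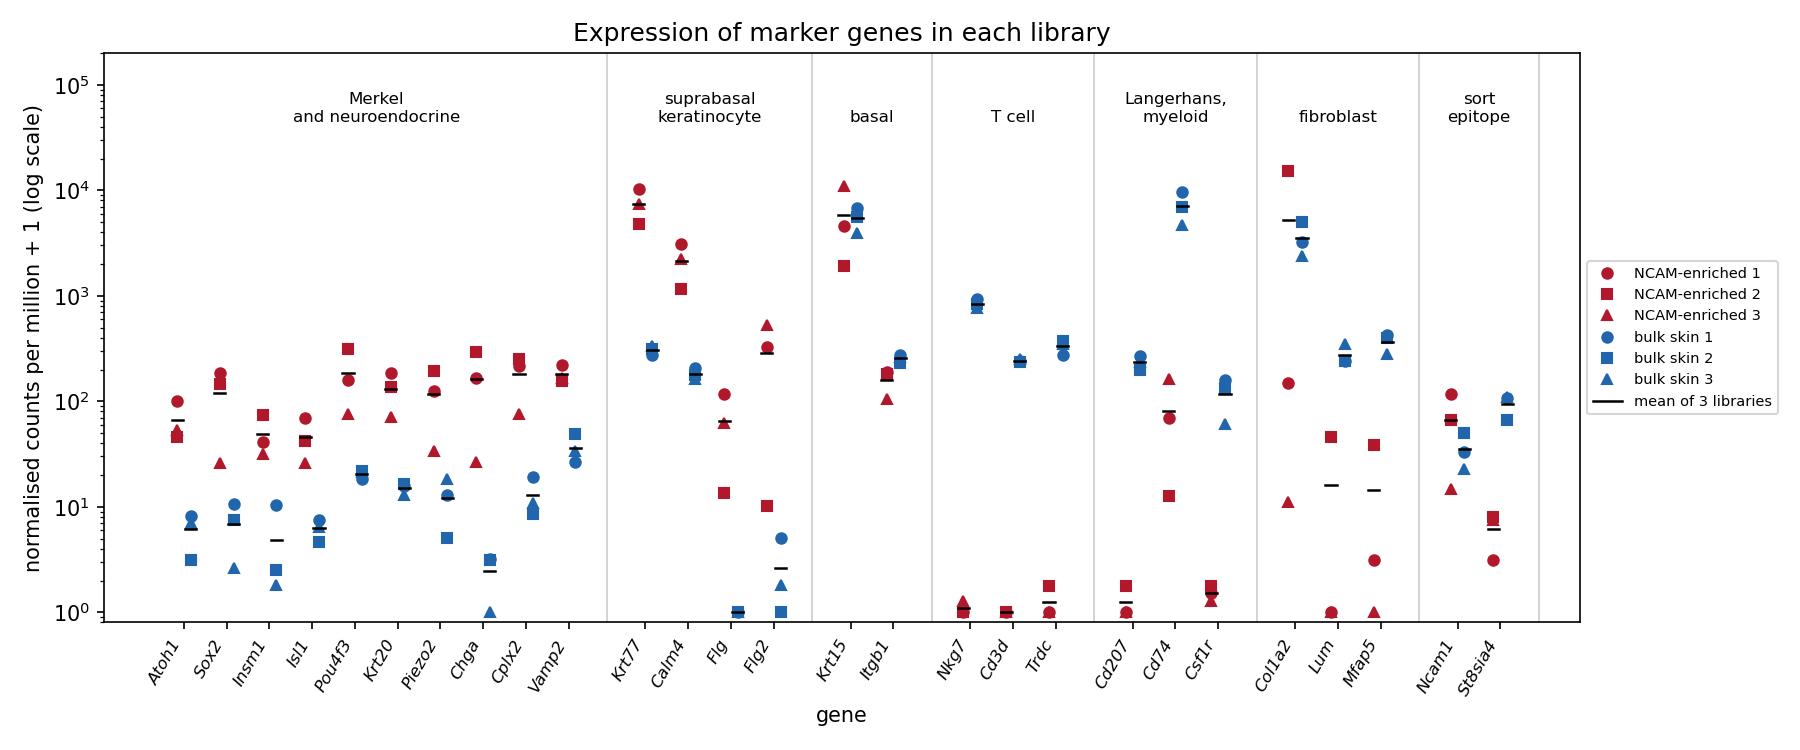
Normalised CPM plus 1 (log axis) of marker genes in each of the 3 NCAM-enriched (red) and 3 bulk skin (blue) libraries, with the symbol's shape giving the replicate number and bars the mean of 3 libraries. Atoh1 averaged 65.6 CPM against 5.11, and Cd74 80.1 against 7065.

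Genes of differentiating keratinocytes were also higher in the NCAM-enriched libraries. Of 20 tested suprabasal and cornifying markers 11 rose, all 20 lay above 0, and 15 were higher when adjusted over the list alone. Their median log2 fold change was 3.72 (camera adjusted p = 2.56e-20, 0.141 with an estimated correlation). Krt77, a suprabasal keratin, averaged 7463 ± 2686 CPM against 306 ± 29.0, a log2 fold change of 4.61 ± 0.56 (SE; adjusted p = 0.00884). Calm4, a calcium-binding protein of differentiating epidermis, rose by 3.57 ± 0.50 (adjusted p = 0.0140). Flg, the precursor of filaggrin in the cornified layer, had 452 counts against 0 in bulk skin and was at least 258-fold higher (adjusted p = 0.0253), or at least 154-fold without bulk skin library 2. The summed CPM of the list was 45552, 16539.6 and 26478 in NCAM-enriched libraries 1 to 3 and 3666, 3282 and 4054 in bulk skin. Basal keratinocyte markers had 0 of 16 members called by edgeR, also when adjusted over the list alone, and a median log2 fold change of -0.00 (camera adjusted p = 0.840). Krt15, a basal keratin, had 5799 ± 4633 against 5442 ± 1396 CPM. Without NCAM-enriched library 1, 2 or 3 the test called 5, 16 and 12 suprabasal members, and without any single bulk skin library 0, while the set call held in all 6 of these fits.

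Immune and red blood cell genes fell in the NCAM-enriched libraries. Of 14 tested T and NK cell genes 10 fell, none lay above 0, and 13 were lower when adjusted over the list alone. Their median log2 fold change was -8.00 with genes of 3 or fewer counts at their bound or ratio (camera adjusted p = 5.47e-38, 0.0213 with an estimated correlation). Cd3d, a chain of the T cell receptor complex, had 2770 counts in bulk skin and 0 in the NCAM-enriched group, at least 538-fold lower (adjusted p = 0.00189), or at least 255-fold without NCAM-enriched library 3. Nkg7, a cytotoxic granule protein, had 9616 counts against 1, a ratio of 5606 (95% counting interval 1006 to 221428; adjusted p = 0.000494), or at least 886-fold without NCAM-enriched library 3. Trdc, the constant region of the delta T cell receptor chain, had 3869 counts against 1 (ratio 2255, interval 405 to 89105; adjusted p = 0.00160), or at least 607-fold without NCAM-enriched library 2. Of 15 Langerhans and myeloid genes 12 fell, and 14 were lower when adjusted over the list alone, with a median of -5.95 (camera adjusted p = 2.66e-24, 0.0672 with an estimated correlation). Cd207, the Langerhans cell lectin, had 2632 counts against 1 (ratio 1534, interval 275 to 60624; adjusted p = 0.00189), or at least 413-fold without NCAM-enriched library 2, and Cd74, the class II invariant chain, fell from 7065 ± 2432 to 80.1 ± 75.2 CPM (adjusted p = 0.0191). All 4 tested red blood cell genes fell, also when adjusted over the list alone (camera adjusted p = 1.20e-14, 0.0699 with an estimated correlation), among them Hba-a2, an alpha-globin, at least 524-fold lower (adjusted p = 0.00228), or at least 249-fold without NCAM-enriched library 3. Without bulk skin library 1, 2 or 3 the T cell calls came to 5, 5 and 5, the Langerhans and myeloid calls to 1, 2 and 2, and the red blood cell calls to 1, 2 and 1.

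The sorted epitope is polysialic acid on NCAM. Ncam1 itself had 65.4 ± 51.6 against 34.4 ± 14.1 CPM, a difference within the spread of the libraries (log2 fold change 0.92 ± 0.75 SE, adjusted p = 0.576). St8sia4, which adds polysialic acid to NCAM, fell by 4.15 ± 0.65 on the log2 scale (adjusted p = 0.0190), a call lost without any single bulk skin library, and St8sia2, the other such enzyme, had 0 counts in the NCAM-enriched group and 71 in bulk skin, of which 67 were in bulk skin library 3 (1 and 3 in the others), and was not tested. With 2 members tested, the list was too small for a set test: 1 fell, also when adjusted over the list alone. The study also examines the demethylase LSD1 and its CoREST complex in Merkel cell carcinoma. None of 15 tested genes of that complex passed over all genes by edgeR, 2 did when adjusted over the list alone and 2 by DESeq2, and the list's median log2 fold change was 0.59 (camera adjusted p = 0.0150, 0.192 with an estimated correlation). Rcor2, a CoREST subunit, had 35.7 ± 11.1 against 3.08 ± 1.96 CPM (adjusted p = 0.0795). This set call was lost without NCAM-enriched library 3 (0.140), bulk skin library 1 (0.0977) or bulk skin library 2 (0.0727), and with all genes of at least 1 count in edgeR (0.0900) or DESeq2 (0.0582). A further list held genes the study names as raised by LSD1 inhibition in carcinoma cells, as RNA or, for Ncam1 and Gap43, as protein. The study's evidence of a link to Merkel cells was enrichment of its whole Merkel cell signature in treated cells, which this list does not test. Among 11 tested mouse counterparts of the listed genes, 1 fell, and 3 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.483), with a median of 0.58 and a mean of -0.24. The gene that fell was Id2, an inhibitor of helix-loop-helix factors induced by BMP signals (log2 fold change -2.48 ± 0.41 SE, adjusted p = 0.0225), a call lost without any single bulk skin library, with the replicate number as a block and with the trend in exonic length removed. Each library pools many sorted cells, and T cell and myeloid genes fell strongly between the groups. The falls of St8sia4 and Id2 therefore cannot be told from a loss of other cell types.

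**Figure D2:**
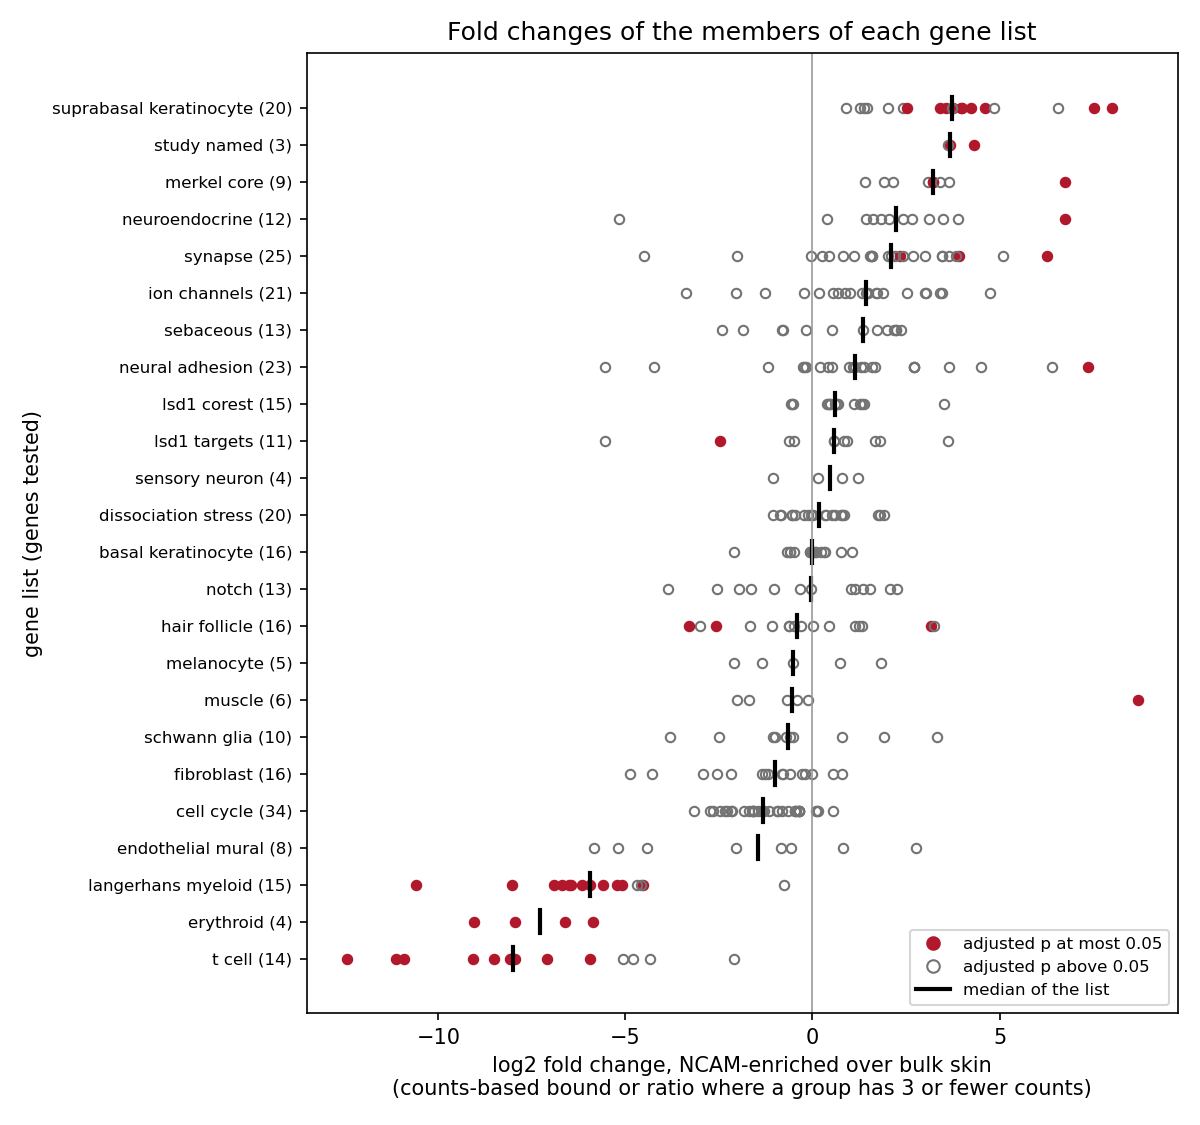
Log2 fold change (NCAM-enriched over bulk skin) of each tested member of 24 gene lists, with the number tested in parentheses, filled where the adjusted p was at most 0.05 and with a black bar at the list's median. Genes of 3 or fewer counts in a group stand at their bound or ratio, which gives medians of -8.00 for T cell and -7.28 for red blood cell genes, where fitted values give -8.18 and -9.03, and the suprabasal keratinocyte median was 3.72.

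Over all 13157 genes tested, 137 were higher and 204 lower in the NCAM-enriched group (edgeR quasi-likelihood, adjusted p at most 0.05), and all of them had an absolute log2 fold change of at least 1. The groups did not overlap for any of these 341 genes, nor for 30.4% of all genes tested, where chance gives 10%. Protein-coding genes made up 124 of the higher and 192 of the lower genes. The counts depended on single libraries: without NCAM-enriched library 1, 2 or 3 they were 60, 444 and 1099 higher and 223, 592 and 733 lower, and without bulk skin library 1, 2 or 3 they were 0, 0 and 1 higher and 13, 21 and 16 lower, with 2115, 2237 and 2178 genes at an unadjusted p under 0.05. DESeq2 called 661 higher and 928 lower, limma-voom 351 and 849, and edgeR with the replicate number as a block 50 and 92. Of the 35 called genes chosen to be named, 7 were called under all 20 alternatives run on single genes, which leave out glmTreat: Cd3d, Hcst, Trdv4, Hba-a2, Nkg7, Cd207 and Trdc, each lower in the NCAM-enriched group.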

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

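The alternatives were chosen before the data were examined, except DESeq2 on all genes with at least 1 count and the removal of trends in exonic length or GC content, which were chosen after seeing the data. The calls of 137 genes higher and 204 lower became 661 and 928 with DESeq2, 351 and 849 with limma-voom, 769 and 741 with all genes of at least 1 count in edgeR, 1259 and 1094 with DESeq2 on all such genes, and 297 higher with the length trend removed. With the replicate number as a block they were 50 and 92, sharing 132 of the 341 calls. Tested against an absolute log2 fold change of 1 (glmTreat), 45 were higher and 126 lower. Without a single library they ran from 0 to 1099 higher and from 13 to 733 lower. The 0 counts came without bulk skin library 1 or 2, where edgeR gave 2115 and 2237 genes at an unadjusted p under 0.05. The same counts apply with the added fold threshold. The cause was not tested. All 341 calls were also made by DESeq2 and 331 by limma-voom. Of 24 lists tested 13 were called, and 1 with an estimated correlation. The difference in genes detected (-2136) kept its direction under every alternative, at -955 after thinning. Length and GC correction moved the median log2 fold change of all genes from -0.07 to 0.30 and 0.31. It was -0.37 with limma-voom and -0.36 with the replicate number as a block. Col1a2, not called with all libraries (log2 fold change 0.55), was -5.51 without NCAM-enriched library 2 (adjusted p = 0.0211), and up to 1.09 without another library. The 35 called genes that the text may name kept their sign under every alternative run on single genes, which leave out glmTreat. Of these genes, 28, 26 and 26 were not called without bulk skin library 1, 2 or 3, 12 without NCAM-enriched library 1, and 9 with the replicate number as a block, namely Atoh1, Pou4f3, Cadps, Vamp2, St8sia4, Krt17, Lgr6, Id2 and Ntng2. Sox2, Chga, Acta1 and Flg2 were not called with limma-voom, Sox2, Krt17, Flg2 and Ntng2 with upper quartile factors, Lgr6 with the GC trend removed, Id2 and Flg2 with the length trend removed, and Ntng2 with robust dispersion. Flg2 was also lost with at least 10 counts in 3 libraries, and without the 20 most abundant genes or the mitochondrial ones.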

Other observations

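Chosen only after the result was seen were the fits on all genes with DESeq2 or with a length or GC trend removed, the tests on Acta1, the split count, and the tests of immune cell loss, transcript length and carried-over bulk skin cells. Hair follicle genes moved in both directions: of 16 tested, 1 rose and 2 fell, and 2 were higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.659, edgeR fit). Krt17, a keratin of the follicle, rose from 1106 ± 126 to 9851 ± 6921 CPM (SD, n = 3; edgeR adjusted p = 0.0437). Postn, a matrix protein, and Lgr6, a stem cell receptor of the upper follicle, fell by 3.31 and 2.58 on the log2 scale (edgeR adjusted p = 0.0162 and 0.0195). The 3 calls were lost without any single bulk skin library, and that of Krt17 also without NCAM-enriched library 1, with upper quartile factors and with the replicate number as a block. The Lgr6 call was also lost with that block and with the trend in GC content removed. Mitotic genes had a median log2 fold change of -1.32 with 4 of 34 above 0 (camera adjusted p = 0.000556, 0.385 with an estimated correlation), and edgeR called none of them, nor when adjusted over the list alone, while DESeq2 called 4 lower. Top2a, a mitotic topoisomerase, had 134 ± 62.5 against 173 ± 46.9 CPM. Fibroblast genes had a median of -1.01 with 0 of 16 called by edgeR, also when adjusted over the list alone (camera adjusted p = 0.00322, 0.590 with an estimated correlation, 0.0753 without NCAM-enriched library 3, 0.220 with DESeq2 and 0.252 by fry). That median was -4.61 with 7 genes called lower without NCAM-enriched library 2, -4.64 with 5 lower by limma-voom, -3.44 with 0 called with the replicate number as a block, and -1.41 with 6 of 17 lower with all genes of at least 1 count in edgeR.

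Other lists did not pass the set test (camera) with all libraries and the edgeR fit, though some did under an alternative. Sebaceous gland genes (13 tested, adjusted p = 0.0969) had 0 called over all genes by edgeR, and 3 higher and 1 lower when adjusted over the list alone, and the list was called higher with the replicate number as a block (0.0455). Vascular genes (8 tested, adjusted p = 0.0969) had 0 called over all genes by edgeR, and 1 higher and 3 lower when adjusted over the list alone. The vascular list was called lower without NCAM-enriched library 1 (0.0174) or 2 (0.0433), without bulk skin library 1 (0.0293), 2 (0.0467) or 3 (0.0120), on all genes of at least 1 count with edgeR (0.00117) or DESeq2 (0.000431), with the length trend removed (0.0422) and by fry (0.0383). Fry also called the glial list lower (0.0321). Of 20 genes of the response to tissue dissociation (adjusted p = 0.196), 1 was higher when adjusted over the list alone, and with the length trend removed the list was called higher (0.00376) with 4 members higher. Fos, an immediate early gene, had 3866 ± 1075 against 3809.6 ± 407 CPM (SD, n = 3). The members with the smallest p were higher without being called. Jun had 2326 ± 1504 against 666 ± 240 CPM (edgeR adjusted p = 0.127). Hspa1a had 380 ± 136 against 113 ± 23.2 (edgeR adjusted p = 0.0608), while 11 of the 20 genes lay above 0. The methods describe a magnetic column step for the NCAM-enriched cells, and its effect on these genes was not tested. Notch pathway genes (13 tested, adjusted p = 0.655) had a median of -0.03, while camera gave the upward direction. Glial (10 tested, adjusted p = 0.527), melanocyte (5 tested, adjusted p = 0.645) and sensory neuron genes (4 tested, adjusted p = 0.527) had no member called by edgeR, also when adjusted over the list alone. Muscle genes (6 tested, adjusted p = 0.793) had 1 higher, Acta1, also when adjusted over the list alone, and a median of -0.55 against a mean of 1.14. Without NCAM-enriched library 1 the muscle list was called lower (0.00267), with a median of -4.20 and 3 members lower. Xist, the RNA of the inactive X chromosome, was present in all 6 libraries (875 ± 122 against 643 ± 340 CPM) and was the only sex-linked gene tested, with 0 of 1 called, also when adjusted over the list alone. Cdh4, a cadherin and among the 3 most abundant genes of the NCAM-enriched group, had 18032, 97.4 and 8719 CPM there and 13.0, 5737 and 12.9 in bulk skin.

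Suprabasal keratinocyte genes were higher in the NCAM-enriched libraries beside the Merkel cell genes. A loss of immune cells that raised all other types alike was argued against, since the suprabasal median lay above the basal median by 0.76 ± 1.57 (log2 CPM, SD, n = 3) in the NCAM-enriched group and by -3.02 ± 0.55 in bulk skin, a shift of 3.78. A trend with transcript length was argued against as the whole source, since with it removed the list's median was 4.27 and 12 members were called. Suprabasal keratinocytes or their RNA in the NCAM gate may be the source, since a second list of such genes had a median log2 fold change of 1.76 with all 14 tested members above 0 (camera p = 3.42e-05, 0.140 with an estimated correlation), though none was called by edgeR. Its most abundant member, Cst6, had 7391, 200.1 and 4925 CPM against 1209, 2559.7 and 3074 in bulk skin. The sort for NCAM was meant to enrich Merkel cells, but how far it removed suprabasal keratinocytes was not tested. Expression of these genes by Merkel cells was not tested either.

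Among the NCAM-enriched libraries the summed CPM of fibroblast genes was high in library 2 alone, at 223% of the bulk skin mean against 4.46% and 0.309% in libraries 1 and 3, but Col1a1 and Col1a2 made up 78.9% of that sum. The list's median there was 91.2 CPM, below the 237, 209 and 149 of the bulk skin libraries, and 9 of 17 members lay under their bulk skin mean, with Col1a2 at 4.36 times and Lum at 0.163 times it. Bulk skin cells or their RNA carried into that library were argued against, since the T cell and myeloid sum there was 2.78% of the bulk skin mean. Fibroblasts or their RNA could be the source, but of a second list of 19 fibroblast genes 68.4% were highest in that library among the NCAM-enriched ones, where chance gives 33.3%, a value between the bounds set for and against, so the source stays open. The sort for NCAM was meant to enrich Merkel cells, but how far it removed fibroblasts was not tested. No other explanation was tested.

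Acta1, the skeletal muscle actin, had 497, 207 and 22 counts in the NCAM-enriched libraries and 0 in bulk skin (at least 415-fold higher, edgeR adjusted p = 0.0370, from 4.86e-22 to 0.188 over the alternatives). Without NCAM-enriched library 1 it was at least 182-fold (adjusted p = 0.0662), without library 3 at least 849-fold, and without bulk skin library 2 at least 248-fold (adjusted p = 0.159). Skeletal muscle cells or their RNA were argued against, since Ckm, Tnnt3, Myh4 and Myh1 together had 8 counts there, 1.10% of the Acta1 counts, and so were reads shared with Acta2, since the lowest ratio in an NCAM-enriched library would give 4351 Acta1 counts in bulk skin. Merkel cells with the same Acta1 level in both groups stay open, since the lowest ratio would give 28.0 counts in bulk skin by the Merkel cell list and 14.3 to 47.3 by 8 of its genes alone, but 6.54 by Atoh1 and 4.11 by Chga, and the ratio to the list differed 12.7-fold among the NCAM-enriched libraries. Expression by another cell of the NCAM gate was not tested and stays open.

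The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split called 341 genes, as many as in 1 of the splits (itself), and the highest of the others called 0.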
